# 3′mRNA sequencing reveals pro-regenerative properties of *c5ar1* during resolution of murine acetaminophen-induced liver injury

**DOI:** 10.1038/s41536-022-00206-x

**Published:** 2022-01-27

**Authors:** Sina Gonther, Malte Bachmann, Itamar Goren, Arnaud Huard, Andreas Weigert, Jörg Köhl, Heiko Mühl

**Keywords:** Hepatotoxicity, Cell death and immune response

## Abstract

Murine acetaminophen-induced acute liver injury (ALI) serves as paradigmatic model for drug-induced hepatic injury and regeneration. As major cause of ALI, acetaminophen overdosing is a persistent therapeutic challenge with N-acetylcysteine clinically used to ameliorate parenchymal necrosis. To identify further treatment strategies that serve patients with poor N-acetylcysteine responses, hepatic 3′mRNA sequencing was performed in the initial resolution phase at 24 h/48 h after sublethal overdosing. This approach disclosed 45 genes upregulated (≥5-fold) within this time frame. Focusing on C5aR1, we observed in C5aR1-deficient mice disease aggravation during resolution of intoxication as evidenced by increased liver necrosis and serum alanine aminotransferase. Moreover, decreased hepatocyte compensatory proliferation and increased caspase-3 activation at the surroundings of necrotic cores were detectable in C5aR1-deficient mice. Using a non-hypothesis-driven approach, herein pro-regenerative/-resolving effects of C5aR1 were identified during late acetaminophen-induced ALI. Data concur with protection by the C5a/C5aR1-axis during hepatectomy and emphasize the complex role of inflammation during hepatic regeneration and repair.

## Introduction

Acetaminophen (paracetamol, N-acetyl-p-aminophenol; APAP) is an over-the-counter marketed analgetic broadly used to treat weak-to-moderate pain in clinical practice. Although generally well-tolerated when applied in recommended dosages, APAP is, subsequent to accidental or intentional overdosing, a leading cause of acute liver injury (ALI) world-wide. Of note, delayed presentation/treatment after overdosing is a serious problem that puts patients, including children, at risk for the development of potentially fatal severe ALI^1,2^.

When overdosed, APAP is, to a significant degree, converted to highly reactive N-acetyl-p-benzoquinone imine (NAPQI) by action of hepatocyte cytochrome p450 monooxygenases, foremost CYP2e1 and CYP1a2. Up to a certain level, NAPQI is held in check by glutathione (GSH). Unchecked excessive NAPQI activity, however, initiates a deleterious string of events involving oxidative stress, activation of c-jun N-terminal kinase, mitochondrial dysfunction, and DNA fragmentation—finally culminating in hepatocyte necrosis^3,4^. This initial phase of APAP intoxication can evolve into fatal acute liver failure. Depending on the degree and the individual course of intoxication, the liver may be able to cope with the insult by successfully initiating cellular programs that enable repair and regeneration. Associated compensatory parenchymal hypertrophy is driven by pro-proliferative molecules such as EGF receptor ligands, hepatocyte growth factors, and signal transducer and activator of transcription (STAT)-3-activating cytokines like interleukin (IL)-6^5,6^.

Hepatocyte necrosis in response to APAP is inherently linked to necroinflammation^7^ which is initiated by the release of danger-associated molecular patterns such as high-mobility group box-1 protein (HMGB1)^8^—targeting toll-like receptor (TLR)-4 and receptor of advanced glycation end products, DNA^9^—targeting TLR9, and RNA^10^— targeting TLR3. In terms of function, the role of necroinflammation is perplexing. Whereas inflammatory signaling may possibly contribute to pathogenesis specifically in the early injury phase^11,12^, inflammation is now consistently recognized as firm premise for initiating a successful subsequent resolution/regeneration phase^7^. In that context, upregulation of inflammation-associated protective genes such as IL-10^13^, IL-6^14^, or heme oxygenase-1 (HO-1)^15^ is of particular significance for initiating effective resolution of APAP-induced ALI.

Current pharmacotherapy relies on N-acetylcysteine (NAC) which targets the NAPQI/necrosis-driven injury phase of APAP intoxication. NAC reduces parenchymal necrosis by supporting GSH regeneration and by its capability to directly relief hepatocyte oxidative stress. However, too late onset of NAC therapy (after 24 h) increases the risk to develop a most severe course of intoxication^5^. At that point, liver transplantation is ultimately life-saving for hard-to-treat patients. Presently, there is no therapeutic option available specifically designed to enforce the regeneration phase of intoxication. A notable drug candidate in this context is tissue protective, STAT3-activating IL-22^16,17^. When administered as recombinant protein, this cytokine ameliorates disease in different models of experimental ALI, including APAP-induced ALI^18,19^. Notably, a recent phase 2 clinical trial reports on a beneficial effect of the IL-22-based biopharmaceutical F‐652 in patients with alcoholic hepatitis^20^. Here, we set out to identify hitherto less-investigated pro-resolution/-regeneration pathways that determine the course and outcome of APAP intoxication by using a non-hypothesis-driven 3′mRNA sequencing approach. In these present studies, we identified C5aR1 as an additional parameter that promotes successful resolution of APAP-induced ALI.

## Results

### Gene expression during resolution of APAP-induced ALI as detected by non-hypothesis-driven 3′mRNA sequencing

The course of APAP (300 mg/kg)-induced ALI in C57BL/6J mice shows a brisk necrosis-driven injury phase connecting to the first 24 h of intoxication. At around 24 h after APAP administration, a resolution phase unfolds that aims at restoration of organ function. Starting from the maximum injury at ~24 h, histological liver necrosis has been shown to decline by about 80% during the next 48 h^21^. Based on these observations we set out to identify genes robustly expressed during the initial resolution phase (24–48 h) of APAP-induced ALI in a non-hypothesis-driven 3′mRNA sequencing approach.

For that purpose, C57BL/6J mice were either kept as vehicle-treated control or treated with APAP at the non-lethal dosage of 300 mg/kg. High serum alanine aminotransferase (ALT) activity, a surrogate marker of liver necrosis, confirmed efficient induction of ALI at 24 h after APAP administration. During the following 24 h, ALT levels decreased by 64.3%. This decline is consistent with previous data^21^ but did not reach statistical significance in the set of experiments performed (Fig. 1a). Figure 1b displays representative histological liver damage at 24 h after APAP administration along with respective vehicle-treated controls. Next, expression of selected genes previously connected to protection/resolution from APAP-induced ALI was investigated, namely that of IL-10^6,7^, HO-1^22^, TNFα^6,7,23^, and IL-36γ^24^. For that analysis, hepatic RNA derived from mice shown in Fig. 1a (at 48 h) was investigated. As expected, increased expression of these parameters was detectable in the resolution phase of APAP-induced ALI as compared to the vehicle-treated control group (Fig. 1c).

**Fig. 1:**
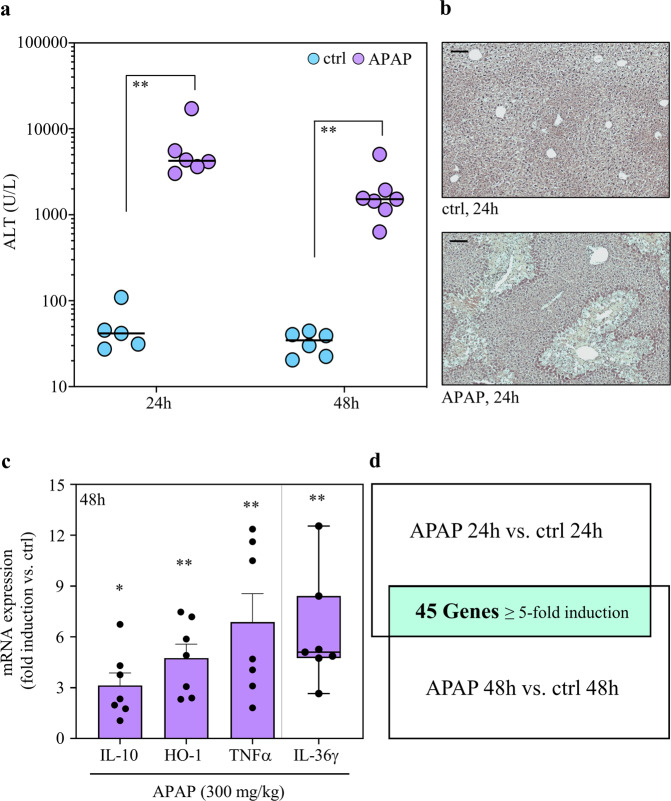
Time-dependent APAP-induced ALI and experimental setup. **a**–**c** C57BL/6J mice received 0.9% NaCl (control) or APAP (300 mg/kg). After the indicated time periods (**a**, 24 h/48 h; **b**, 24 h; **c**, 48 h), liver tissue and sera were analyzed. **a** Liver damage by serum ALT (*n* = 5 and *n* = 6 for 24 h and 48 h control groups, *n* = 6 and *n* = 7 for 24 h and 48 h APAP groups; **p < 0.01). **b** Liver sections (H&E) at 24 h. One representative of control (*n* = 6) and APAP (*n* = 7) groups; **c** Hepatic mRNA (derived from mice of (**a**) at 48 h) for IL-10, HO-1, TNFα, and IL-36γ (real-time PCR). Target mRNA normalized to GAPDH is shown as fold-induction compared to control (*n* = 6 for control, *n* = 7 for APAP; *p < 0.05, **p < 0.01 vs. control). **d** Hepatic RNA derived from mice shown in (**a**) (plus 1x control/1x APAP at 24 h—no ALT data available for these two mice) were pooled (per experimental condition) in equal shares and evaluated for gene expression by MACE. After applying a threshold of ‘5-fold gene induction’ (APAP vs. control at the same time point), 45 genes were identified to be consistently upregulated at 24 h/48 h (within the resolution phase of APAP intoxication). A schematic of the experimental setup and the results is given. Statistical analysis on raw data: **a** Mann–Whitney-U-test, raw data are shown; **c** Student’s *t*-test (IL-10, HO-1, TNFα), data are shown as means ± s.e.m.; Mann–Whitney-U-test (IL-36γ), data are shown as box-plots. Scale bars: 50 μm.

After having characterized the current experimental setup, hepatic RNA populations derived from mice shown in Fig. 1a (plus 1x control/1x APAP at 24 h—no ALT data available for these two mice) were used for 3′mRNA sequencing. 

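The hepatic RNA was sequenced as 4 pools, with 1 library per pool. The pools held RNA of 6 vehicle-treated mice at 24 h, 6 vehicle-treated mice at 48 h, 7 APAP-treated mice at 24 h and 7 APAP-treated mice at 48 h, and APAP was given at 300 mg/kg. MACE reads fragments from the 3′ ends of polyadenylated mRNA. The authors eliminated duplicate reads by unique molecular identifiers, clipped low-quality bases and poly(A)-tails, mapped the reads on the mouse genome and counted them per gene by HTSeq. Their deposited table gives, for 27027 entries, the read count in each library, the count scaled to the library total (RPM) and a log2 ratio with a p-value and a false discovery rate (FDR) for each time point. The methods name DESeq2 for differentially expressed genes. For genes with reads in both libraries, the deposited log2 ratios differed by at most 0.00549 from the log2 ratio of the RPM values. In total, 4859661 reads were counted on genes in the control pool at 24 h, 5191990 in the control pool at 48 h, 5698778 in the APAP pool at 24 h and 4938164 in the APAP pool at 48 h. Between 19637 and 20641 genes had at least 1 read in a library, and the 10 most abundant genes took 16.7% to 17.9% of the reads.
For the values given beside the results, the deposited counts were divided by size factors (DESeq2's median of ratios over the 16338 genes with reads in all 4 libraries). These were 0.880 and 0.933 for the control pools and 1.17 and 1.07 for the APAP pools at 24 h and 48 h. Normalization by library totals instead raises the median log2 fold between APAP and control by 0.18 at 24 h and by 0.26 at 48 h. A count of 3 reads or fewer was treated as 3 reads (0.526 to 0.617 RPM). A fold against such a count is given as ‘at least’, as the ratio of the counts is then the same or higher. Each fold has a 95% exact (Clopper-Pearson) interval from the reads of both libraries, whose lower bound can lie under a fold given as ‘at least’. Intervals and floor cover counting error only. With 1 library per group there is no replicate check, the spread between mice cannot be seen, and no p-values across genes are given for the conditions.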

For that purpose, hepatic RNA specimens from all mice of the 4 groups (vehicle-treated at 24/48 h, *n* = 6; APAP treated at 24/48 h, *n* = 7) were pooled (per group) at equal shares. Thereafter, pooled RNA underwent analysis by 3′mRNA sequencing (massive analysis of cDNA ends, MACE). 

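Against the control pool of the same time point, 128 genes were at least 5-fold higher and 102 genes at least 5-fold lower in the APAP pool at 24 h. At 48 h, 76 genes were at least 5-fold higher and 109 genes at least 5-fold lower. Higher genes thus made up 55.7% of the genes past the threshold at 24 h and 41.1% at 48 h. With library totals in place of size factors they made up 69.6% and 63.9%. The count at 48 h moved most with the ratio in the authors' deposited table, which puts 394 genes at 5-fold or higher. The control pools, which received no APAP, differed from each other at the same threshold in 30 genes, 15 of them higher at 24 h and 15 higher at 48 h. Across the 12113 genes with a mean of at least 10 normalized reads, the log2 folds at 24 h and 48 h had a Spearman's rho of 0.438. Genes are not independent replicates, so no p-value is given for this correlation across genes. The correlation was 0.292 among genes with a mean of at least 1 normalized read and 0.641 among genes with a mean of at least 100.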

To identify those mRNAs that were most consistently expressed during the initial resolution phase, we focused on gene expression at the intersection between 24 and 48 h and applied a robust threshold of ‘5-fold gene induction’ compared to vehicle-treatment. As depicted in Fig. 1d, 45 differentially expressed genes were identified by this experimental approach. 

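With size factors and the floor of 3 reads, 25 genes were at least 5-fold higher in the APAP pool at both time points. They include 22 of the 45 genes of Fig. 2, and the other 3 are 4931428L18Rik, Gm3776 and Ier3. By the ratio in the authors' deposited table, all 45 genes of Fig. 2 reach the threshold at both time points. With size factors and the floor, 23 genes of Fig. 2 did not reach it. Of these, 18 had 3 reads or fewer in at least 1 control pool, so that at least 1 of their folds is given as ‘at least’. Both control pools were above 3 reads for the other 5, Id1, Klf6, Maff, P2rx7 and Pla2g12a. With library totals, these 5 genes were at least 5-fold higher at both time points. Id1 was 4.83-fold higher (95% interval 3.00 to 8.17) at 24 h and 16.2-fold higher (8.34 to 36.1) at 48 h. Klf6 was 6.42-fold higher at 24 h and 4.91-fold higher (2.70 to 9.66) at 48 h. Maff was 16.3-fold higher (7.71 to 41.2) at 24 h and 4.57-fold higher (2.21 to 10.6) at 48 h, and P2rx7 was 8.07-fold and 4.46-fold higher.
The 95% interval of the fold lay above 1 at both time points for 36 of the 45 genes. For the other 9 genes (Arhgap27, Dnaic1, Duox1, Ntng2, Slc39a2, Sorcs2, Spaca6, Twist1 and Zc3h12a), the interval reached 1 at 24 h or 48 h. Twist1, for instance, had 1 read in each control pool, 7 reads in the APAP pool at 24 h and 6 reads at 48 h. In all, 19 genes of Fig. 2 had a control pool with 1 read, and 10 had fewer than 20 reads in every library. As a ratio, the setting that moved the number of genes most was to require a lower bound of the interval of at least 5 at both time points, which left 6 genes, all of them in Fig. 2 (Chil3, Cxcl1, Gsta1, Mt1, Mt2 and Sprr1a).
Sprr1a was 96.6-fold higher (37.5 to 356) at 24 h and 14.6-fold higher (7.22 to 34.6) at 48 h. Cxcl1 was 28.0-fold (11.8 to 87.3) and 10.4-fold (5.46 to 22.3) higher. Chil3, which shares part of its 3′ end with Chil4 (96.8% identity over 126 bases), was 11.6-fold higher (5.71 to 27.5) at 24 h and 42.3-fold higher (17.9 to 132) at 48 h. Gsta1 was 8.94-fold (7.12 to 11.4) and 7.80-fold (6.03 to 10.2) higher. The last 300 bases of its transcript are 99.7% identical to those of Gm3776. They also match Gsta2 (95.7% identity) and Gm10639 (95% identity), so that reads of these genes could have been exchanged in the counting. Gsta2 had 142 and 193 reads in the control pools and 200 and 105 in the APAP pools at 24 h and 48 h. Ly6c2 shares its 3′ end with Ly6c1 (98.7% identity) and S100a4 with Gm42674 (100% identity over 250 bases), and the entries of S100a4, Slc7a11 and Slc39a2 overlap another annotated gene. By the 5-fold threshold at both time points, the paper identifies 45 differentially expressed genes.

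**Figure D1:**
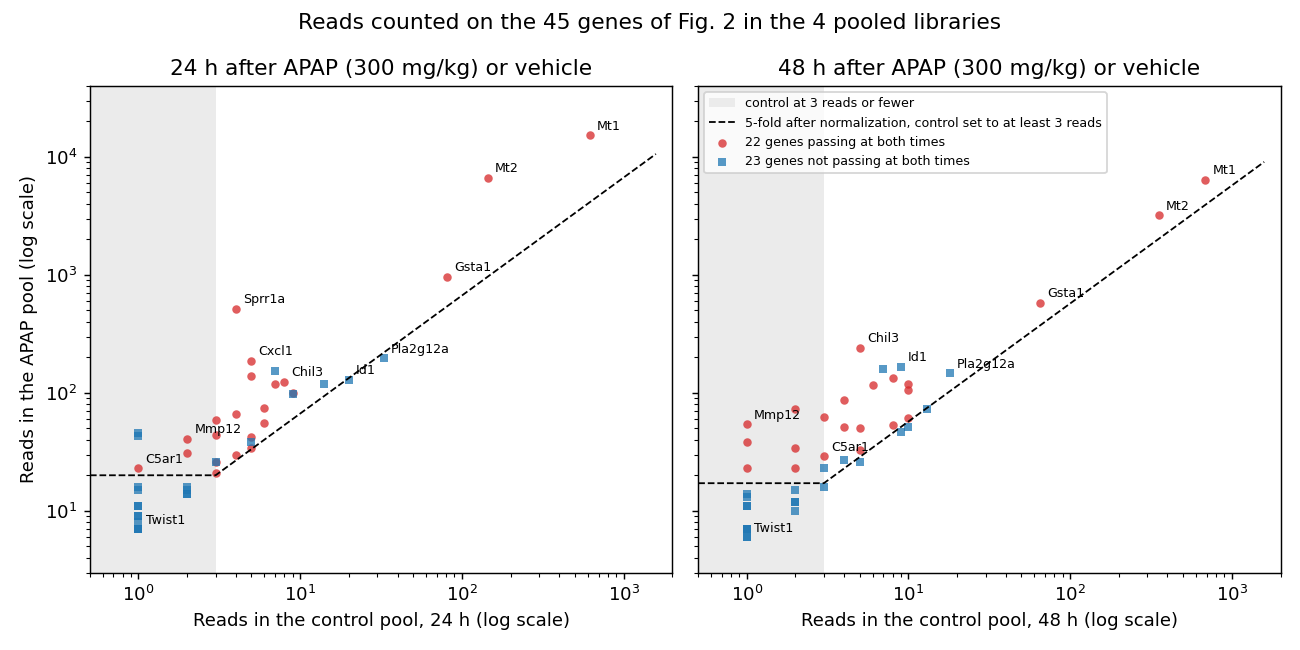
Reads counted on each of the 45 genes of Fig. 2 in the control pool (x axis, log scale) and in the APAP pool (y axis, log scale) at 24 h (left) and 48 h (right), 1 library per pool. Red circles are the 22 genes at least 5-fold higher at both time points, blue squares the other 23, the dashed line marks 5-fold after normalization with the control set to at least 3 reads, and the shaded area holds control counts of 3 reads or fewer, where most blue squares lie.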

Genes categorized in ‘GO molecular functions/biological processes terms’ (https://www.uniprot.org)^25^ are listed based on their ‘MACE gene fold-induction’ values at time points 24 h/48 h. Two prominent larger GO categories covered by gene expression during this initial resolution phase of APAP-induced ALI were ‘inflammatory/immune/defense responses and NF-κB signaling’ as well as ‘differentiation/proliferation/MAPK activity’ (Fig. 2).

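The following numbers use size factors and the floor of 3 reads. By the groups of Fig. 2, 8 of the 11 genes of ‘inflammatory/immune/defense responses and NF-κB signaling’ reached the threshold at both time points (Cxcl1, S100a8, C5ar1, Chil3, S100a9, S100a4, Ccl2 and Lsp1). Zc3h12a, P2rx7 and Duox1 did not. Of the 6 genes of ‘differentiation/proliferation/MAPK activity’, 4 reached it (Sprr1a, Ctgf, Dusp5 and Ly6d), and Gadd45b and Gpnmb did not. Gpnmb was at least 4.00-fold higher at 24 h (16 reads in the APAP pool against 1 in the control pool) and 19.9-fold higher (9.42 to 50.2) at 48 h. All 6 genes of this group, and 9 of the 11 of the inflammatory group, had intervals above 1 at both time points. S100a9 was 9.37-fold higher (4.11 to 26.3) at 24 h and at least 11.1-fold higher at 48 h. Lsp1, with 5 and 8 reads in the control pools, was 5.09-fold (1.98 to 16.7) and 5.79-fold (2.74 to 14.1) higher. Among the 8 DNA/RNA binding and transcription factor genes, 1 reached the threshold at both time points (Runx1). Fos was at least 10.7-fold higher at 24 h and at least 3.50-fold higher at 48 h. For metal ion binding and stress response it was 3 of 4 genes, for wound healing 2 of 2, and for the remaining genes 4 of 14. In this last group, 12 genes had a control pool with 3 reads or fewer.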

**Fig. 2:**
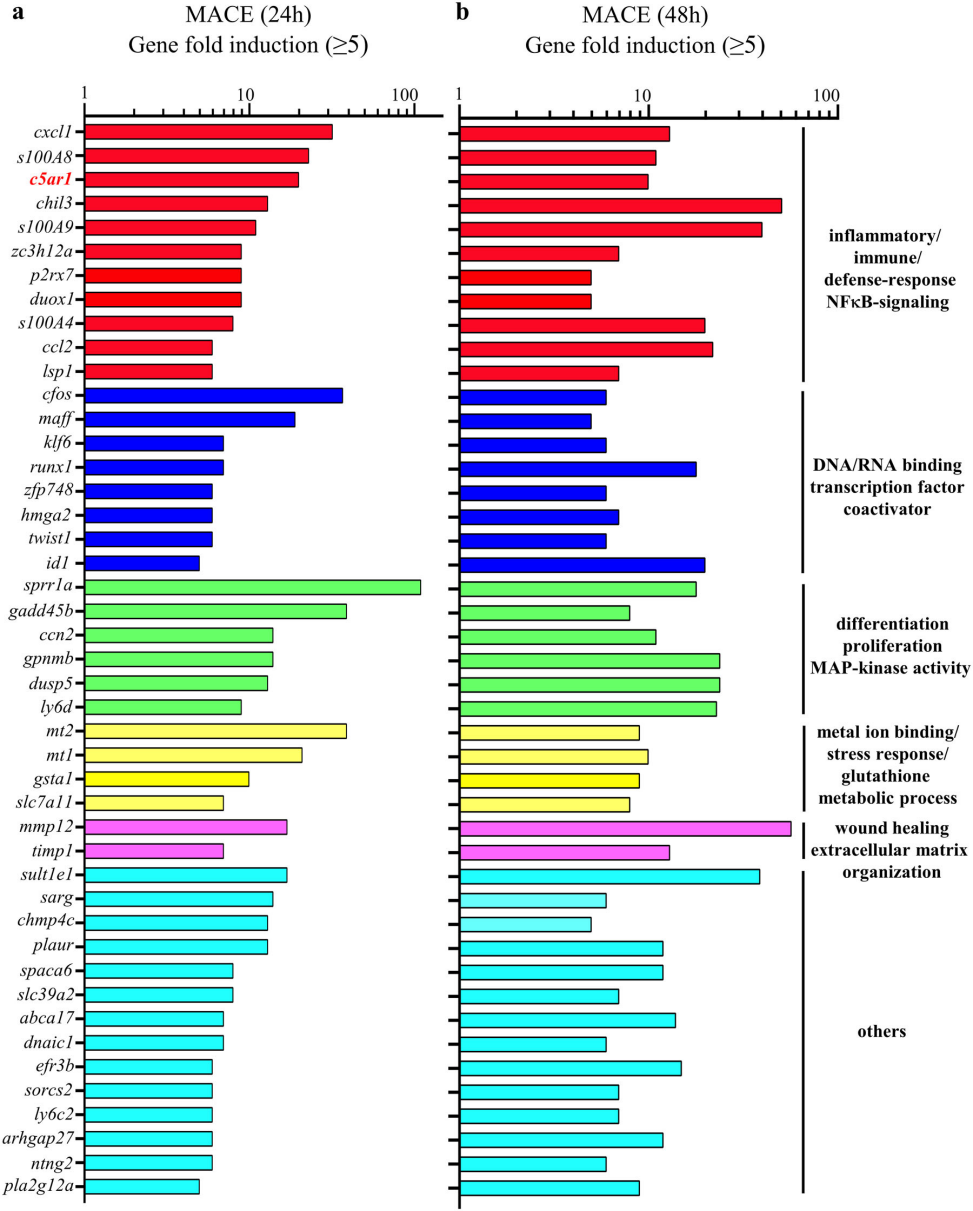
3′mRNA sequencing by MACE at time points 24 h/48 h after APAP administration. Analysis disclosed a 24 h/48 h intersection with shared robust induction of 45 genes (threshold: ≥5-fold gene induction by APAP treatment (300 mg/kg) vs. control) in the resolution phase of intoxication. Induction of these 45 genes is depicted at the 24 h (**a**) and the 48 h (**b**) time points. Genes were grouped into selected GO molecular functions/biological processes based on the UniProt database at https://www.uniprot.org.

Proceeding from these data, expression of selected genes identified by MACE was verified by real-time PCR of individual RNA samples used for pooling. Supplementary Figure 1 shows mRNA data for *s100a8* (a), *pla2g12a* (b), and *dusp5* (c) at 24 h (left panels) and 48 h (right panels). Upregulation of mRNA expression for *ccn2*, *gadd45b*, *ccl2*, *mt1*, *mt2*, and *mmp12* was confirmed for the time point 30 h after administration of APAP (Supplementary Fig. 1d). 

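In the pools sequenced by MACE, S100a8 was 20.8-fold higher after APAP (95% interval 8.71 to 65.2) at 24 h and 9.27-fold higher (4.85 to 19.9) at 48 h. Pla2g12a was 4.45-fold higher (3.07 to 6.65) at 24 h and 7.14-fold higher (4.36 to 12.4) at 48 h. With library totals, the fold of Pla2g12a was 5.06 at 24 h. Dusp5, with 3 and 1 reads in the control pools, was at least 11.0-fold and at least 6.70-fold higher. Ctgf, the gene the paper calls ccn2, was 12.6-fold higher (5.94 to 32.1) at 24 h and 8.74-fold higher (3.51 to 28.1) at 48 h. Gadd45b had 46 reads against 1 at 24 h and 15 reads against 2 at 48 h, which is at least 11.5-fold and at least 4.37-fold higher. Ccl2 was 5.62-fold higher (1.98 to 22.0) at 24 h and at least 18.4-fold higher at 48 h. Mmp12 was at least 10.2-fold higher at 24 h (41 reads against 2) and at least 15.7-fold higher at 48 h (54 reads against 1). Mt1 was counted with 620 and 683 reads in the control pools and with 15298 and 6428 reads in the APAP pools, a fold of 18.5 (17.1 to 20.1) at 24 h and of 8.23 (7.60 to 8.92) at 48 h. The fold of Mt2 was 34.3 (29.1 to 40.8) at 24 h and 7.90 (7.07 to 8.84) at 48 h. The fold of Mt2 at 24 h rests on 145 control reads, against 353 in the control pool at 48 h. Against the 48 h control it was 15.0, and the fold of Mt2 at 48 h against the 24 h control was 18.1. The lower bounds of all 9 genes were above 1 at both time points.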

Altogether, gene induction as detected by MACE was confirmed by real-time PCR for every gene verified.

### *c5ar1* gene expression is upregulated during APAP-induced ALI

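C5ar1 (ENSMUSG00000049130) lies on the minus strand of chromosome 7 of GRCm38 from 16246743 to 16259540. It is annotated with 2 exons and a 3′UTR from 16246745 to 16248040, the end of the transcript that MACE reads. No other annotated transcript shares its last 300 bases over at least 100 bases at 95% identity or more. C5ar1 was counted with 1 read in the control pool and 23 reads in the APAP pool at 24 h, and with 3 and 29 reads at 48 h. In RPM this is 0.206 (95% exact interval 0.00521 to 1.15) and 4.04 (2.56 to 6.06) at 24 h, and 0.578 (0.119 to 1.69) and 5.87 (3.93 to 8.43) at 48 h. Both control counts are at or under 3 reads. With the floor of 3 reads, C5ar1 was at least 5.74-fold higher at 24 h and at least 8.45-fold higher at 48 h. At 48 h, with 3 control reads, this is the ratio of the counts. The intervals of the fold were 2.80 to 710 and 2.62 to 43.4. Both lie above 1, and their lower bounds lie under 5. The exact binomial test on the reads of the 2 libraries gave a two-sided p of 5.6e-05 at 24 h and of 1.4e-05 at 48 h, which compares these libraries and not the conditions. With a floor of 10 reads, the fold of C5ar1 was at least 1.72 at 24 h and at least 2.54 at 48 h. A difference between the folds at 24 h and 48 h was not detectable at this depth, as the interval of their ratio (48 h over 24 h) was 0.00896 to 6.67. The ratio was 1.47 with the floor and 0.491 without it. Markers of myeloid cells were also higher in the APAP pools, with a median log2 fold of 0.75 at 24 h and 1.23 at 48 h.

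**Figure D2:**
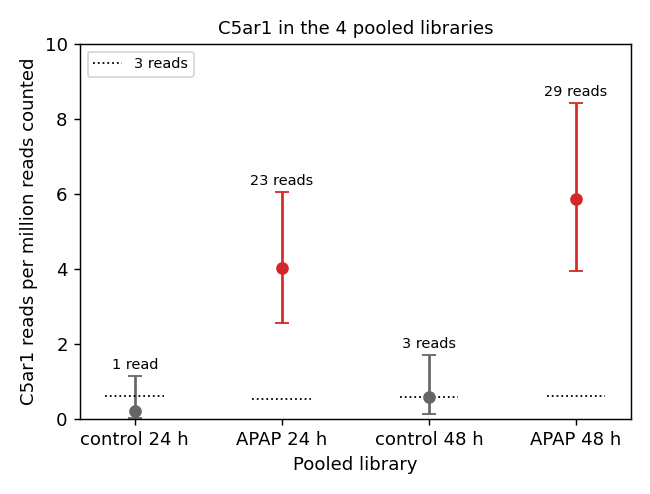
C5ar1 reads scaled to the library total, RPM (y axis), in the control pools (grey) and APAP pools (red) at 24 h and 48 h, 1 library per pool, with 95% exact (Clopper-Pearson) intervals and the number of reads above each. Dotted lines mark 3 reads in each library, and both APAP pools lie above the intervals of both control pools.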

MACE analysis identified *c5ar1*^26^ as robustly expressed component of the inflammatory gene cluster upregulated during resolution of APAP-induced ALI (Fig. 2). Because this receptor for the C5a anaphylatoxin^27–29^ is a key parameter in diverse liver diseases^30^ and has been shown to support recovery from murine hepatectomy^31,32^ and CCl_4_-induced liver injury^33^, we focused on the role of C5aR1 during the resolution phase of APAP-induced ALI. For that purpose, RNA populations used in MACE analysis were individually evaluated for *c5ar1* gene expression. Interestingly, *c5ar1* gene induction steadily increased during the course of APAP-induced ALI (Fig. 3a). In contrast, mRNA coding for the second C5aR, namely C5aR2^34^, was well detectable but increased only marginally without apparent time dependence (Fig. 3b). Based on raw data (24 h, target gene expression/glyceraldehyde-3-phosphate dehydrogenase (GAPDH) given as median), hepatic C5aR2 mRNA was low as compared to C5aR1—under control conditions and upon APAP (control (*n* = 6): C5aR1 1.0 × 10^−3^, C5aR2 0.6 × 10^−3^; APAP (*n* = 7): C5aR1 7.9 × 10^−3^, C5aR2 1.3 × 10^−3^).

**Fig. 3:**
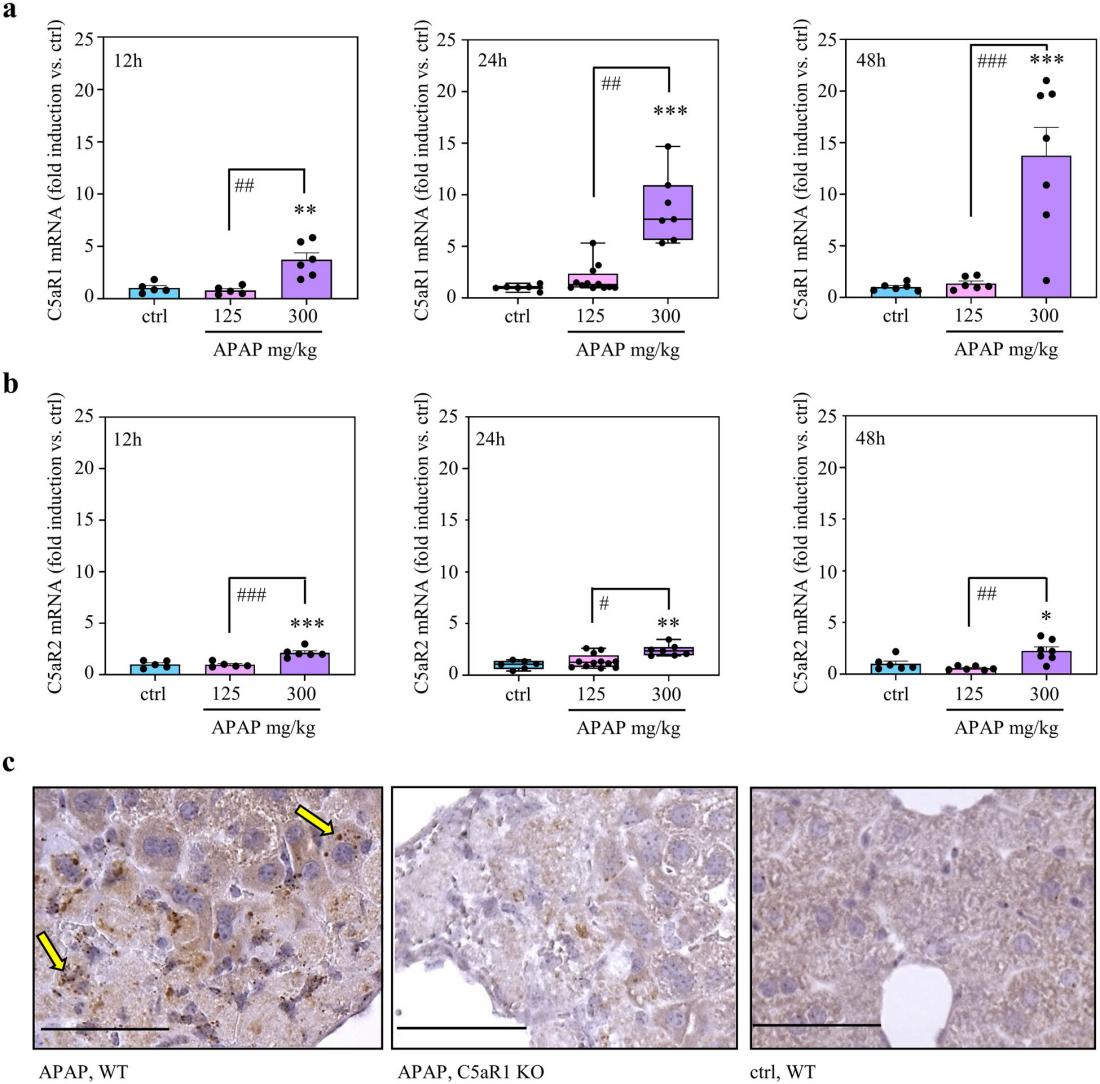
Gene induction of *c5ar1* during APAP-induced ALI. **a**, **b** C57BL/6J mice received 0.9% NaCl (12 h, *n* = 5; 24 h/48 h, *n* = 6), APAP at 125 mg/kg (12 h, *n* = 5; 24 h, *n* = 12; 48 h, *n* = 6), or APAP at 300 mg/kg (12 h, *n* = 6; 24 h/48 h, *n* = 7). After the indicated time points, hepatic RNA was isolated. For controls and APAP at 300 mg/kg (24 h/48 h), individually analyzed RNA populations were the same that were used for pooling in MACE. Hepatic C5aR1 (**a**) and C5aR2 (**b**) mRNA was determined by real-time PCR at 12 h (left panel), 24 h (middle panel), or 48 h (right panel) after APAP administration. C5aR1 and C5aR2 mRNA normalized to GAPDH is shown as fold-induction compared to control of the same time point (*p < 0.05, **p < 0.01, ***p < 0.001 vs. control at the same time point; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001). Statistical analysis on raw data: (**a**, **b** middle panel) Kruskal–Wallis test with Dunn’s post hoc test, data are shown as box-plots; (**a**, **b** left/right panel) ANOVA with Bonferroni post hoc test, data are shown as means ± s.e.m. **c** C57BL/6J C5aR1-deficient mice and their wild-type counterparts (*n* = 4 per group) received 0.9% NaCl (control) or APAP (300 mg/kg). After 30 h, hepatic C5aR1 mRNA was analyzed by in situ hybridization (RNAscope). Representative specimens are shown. Specimens underwent processing in parallel. C5aR1 positivity shows as fine-grained dark-brownish dots. C5aR1 mRNA expressing hepatocytes are exemplarily indicated as yellow arrows. Wild-type mice, WT; knockout mice, KO. Scale bars: 50 μm.

Of note, analysis of mRNA expression shown in Fig. 3 and Supplementary Fig. 1a–c suggested that gene induction under the influence of APAP (Fig. 2), correlates with significant liver necrosis. Specifically, administration of grossly subtoxic 125 mg/kg APAP (median serum ALT at 24 h (*n* = 12) and 48 h (*n* = 6), 72.0 U/L and 44.8 U/L, respectively) failed to mediate induction of genes such as *c5ar1*, *s100a8*, *dusp5*, and *pla2g12a*.

Previous reports demonstrate scattered ‘physiological’ expression of C5aR1 in murine Kupffer cells^35,36^. Interestingly, healthy murine^35,37^, rat^38,39^, and human^40^ hepatocytes lack detectable C5aR1 protein expression. In situ hybridization by RNAscope analysis revealed *c5ar1* gene induction in hepatocytes under the influence of APAP-induced necroinflammation (Fig. 3c). Specifically, we observed upregulation of hepatocyte C5aR1 mRNA visible as fine-grained dark-brownish dots in livers of APAP (300 mg/kg)-treated wild-type mice (Fig. 3c, left panel—exemplarily indicated by yellow arrows). Besides background staining, we did not observe those specific signals in specimens derived from corresponding APAP-treated C5aR1-deficient mice (Fig. 3c, middle panel) or from those derived from corresponding 0.9% NaCl-treated wild-type mice (Fig. 3c, right panel).

### C5aR1-deficient mice display aggravation of disease in late APAP-induced ALI

In order to address the role of C5aR1 during resolving APAP-induced ALI, C57BL/6J mice with a general C5aR1 knockout^41^ and their respective wild-type counterparts were exposed to the non-lethal APAP overdosage of 300 mg/kg. Thereto, a 30 h observation period was selected which covers the initial resolution phase after intoxication. Figure 4a–d shows representative histological sections from vehicle- and APAP-treated mice of both genotypes. Quantification of hepatic necrotic areas (e) and serum ALT (f) revealed aggravated APAP intoxication in C5aR1-deficient mice (mean serum ALT in vehicle-treated control wild-type and knockout mice, 54.9 and 63.1 U/L (*n* = 7 per group); necrotic area in vehicle-treated animals of both genotypes, not detectable). Hepatic TNFα expression is upregulated during APAP-induced ALI^19^ and can be regarded as an additional surrogate of necroinflammation. In accord with pronounced necrosis seen in C5aR1-deficient mice, we likewise observed enhanced hepatic TNFα expression in these same animals (Fig. 4g). These findings suggested that activation of C5aR1 supports successful resolution of APAP-induced ALI.

**Fig. 4:**
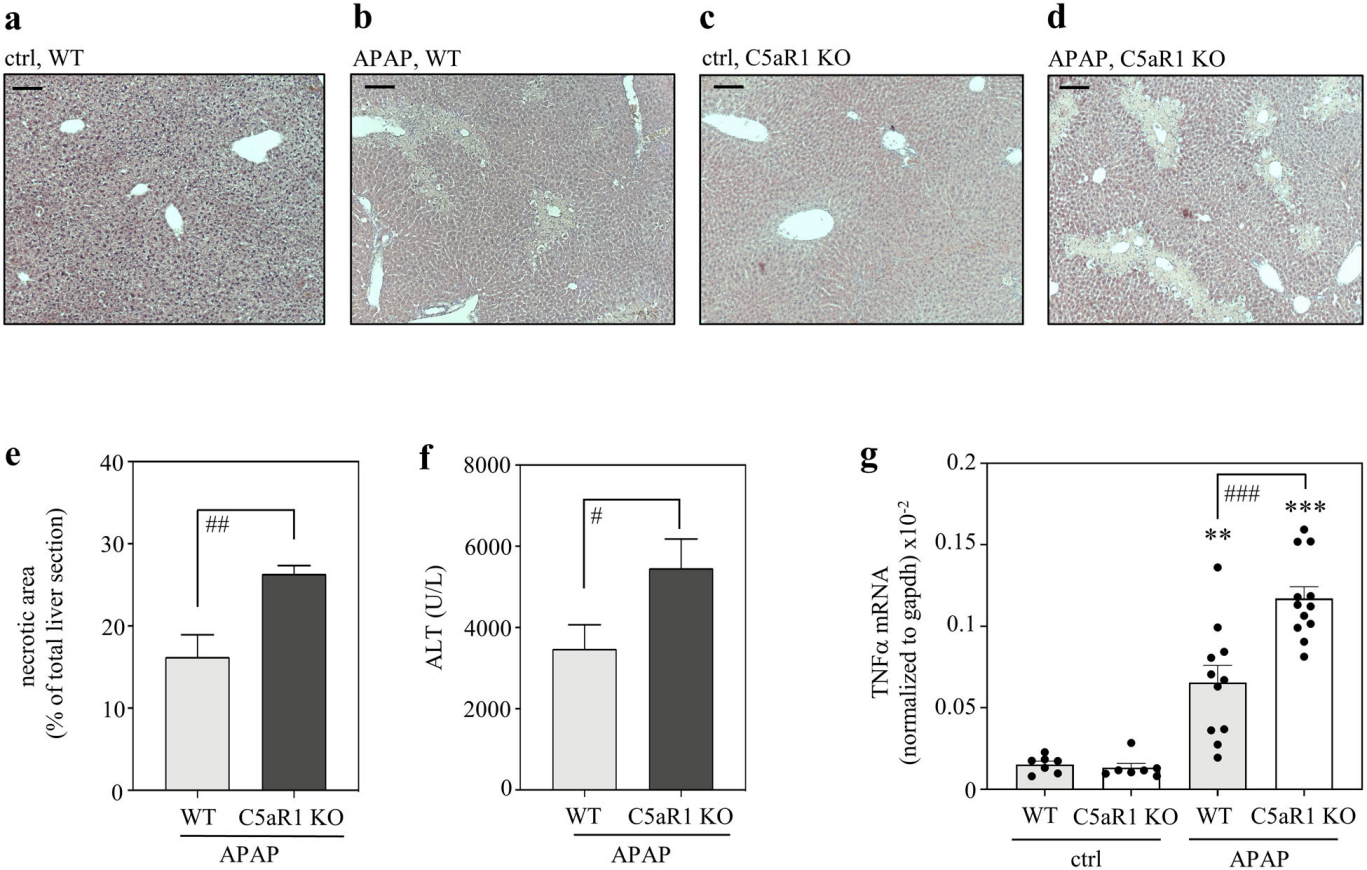
C5aR1-deficient mice display aggravated APAP-induced ALI. C57BL/6J C5aR1-deficient mice and their wild-type counterparts received 0.9% NaCl (control groups) or APAP (300 mg/kg). After 30 h, mice were sacrificed and liver tissue and sera were analyzed. **a**–**d** Representative liver sections (H&E staining) of vehicle-treated control (wild-type (*n* = 5), C5aR1-decicient (*n* = 5)) or APAP-treated (wild-type (*n* = 11), C5aR1-deficient (*n* = 12)) mice. **e** Analysis by BZ-II analyzer software of necrotic areas in H&E-stained liver sections from APAP-treated mice (wild-type, *n* = 11; *c5ar1*^−/−^, *n* = 12; ^##^*p* < 0.01). **f** Liver damage as detected by serum ALT (wild-type, *n* = 11; *c5ar1*^−/−^, *n* = 12; ^#^*p* < 0.05). **g** Hepatic mRNA was isolated from 0.9% NaCl-treated control groups (each *n* = 7), from APAP-treated C5aR1-deficient mice (*n* = 12), and from their APAP-treated wild-type counterparts (*n* = 11). TNFα mRNA, determined by real-time PCR, was normalized to GAPDH and is shown as absolute values (**p < 0.01, ***p < 0.001 vs. control of the respective genotype; ^###^*p* < 0.001). Statistical analysis on raw data: **e**, **f** Student’s *t*-test, data are shown as means ± s.e.m. **g** ANOVA with Bonferroni post hoc test, data are shown as means ± s.e.m. Wild-type mice, WT; knockout mice, KO. Scale bars: 50 μm.

In addition, effects of C5aR1 deficiency were evaluated at the earlier 6 h (Supplementary Fig. 2a–c) and 24 h (Supplementary Fig. 2d–f) time points after APAP administration. In contrast to the 30 h time point, those earlier time points did not display enhanced hepatic necrosis in C5aR1-deficient mice. Of note, the 24 h time point marks the peak of hepatic injury and the onset of tissue recovery in this model^21^. The time course of hepatic damage (Supplementary Fig. 2g) in fact revealed that disease resolution is active between 24 h and 30 h after APAP administration. Specifically, analysis of this 6 h time frame in wild-type mice revealed a significant drop in histological necrosis from 27.7% (at 24 h) to 16.2% (at 30 h). Altogether, these data indicate that protective properties of C5aR1 during APAP-induced ALI specifically support the ongoing resolution in the later phase of intoxication.

Since C5aR1 has been connected to anti-apoptotic signaling in proliferating hepatocytes during murine hepatectomy^31^, activation of caspase-3 was evaluated under aforementioned experimental conditions. For that purpose, immunohistochemistry specifically addressing active caspase-3 was performed in order to determine caspase-3-positive nuclei in hepatic tissues exposed to APAP. Notably, nuclear translocation of active caspase-3 is regarded as a hallmark of apoptosis^42^. Whereas vehicle-treated wild-type and C5aR1-deficient control mice did not show any hepatic caspase-3 activation (Fig. 5a, b), modest nuclear staining was detectable in hepatocytes at necrotic areas from wild-type mice undergoing APAP intoxication (Fig. 5c). Hepatocyte nuclear caspase-3-staining of APAP-treated C5aR1-deficient mice (Fig. 5d) was significantly higher in numbers (Fig. 5e) and evidently stronger. Of note, intense nuclear staining of caspase-3 was located foremost to the outer areas/surroundings of necrotic regions (Fig. 5d) which must be regarded as heavily exposed to inflammatory signals. These observations suggest that lack of C5aR1 may compromise resolution from APAP intoxication by enhancing apoptosis of those hepatocytes in the surroundings of necrotic cores that survived the initial exposure to pro-necrotic APAP/NAPQI.

**Fig. 5:**
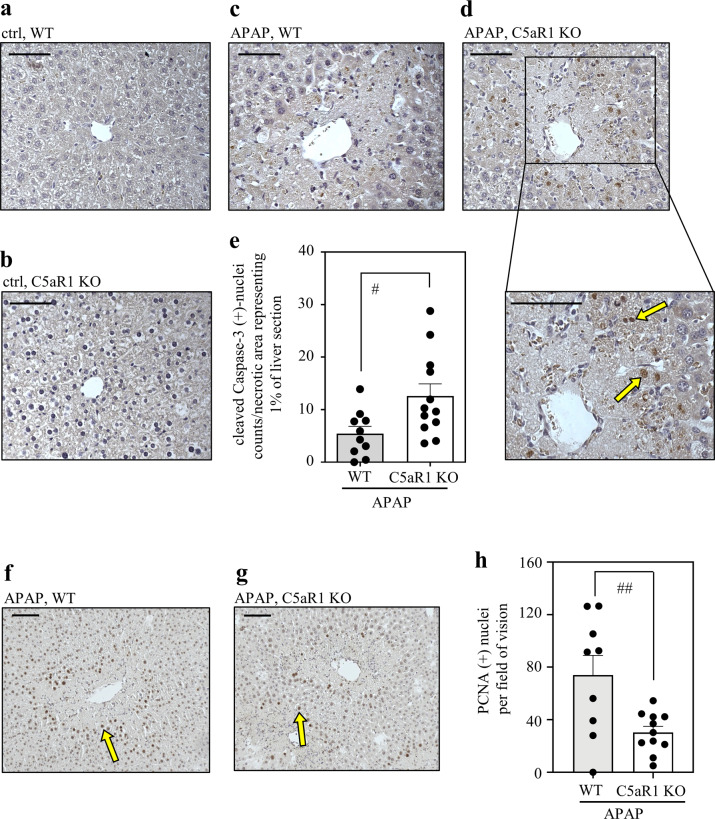
C5aR1-deficient mice display dysregulated hepatocyte caspase-3 activation and impaired compensatory proliferation in the regeneration phase of APAP-induced ALI. **a**–**d** C57BL/6J C5aR1-deficient mice and their wild-type counterparts received 0.9% NaCl (control groups) or APAP (300 mg/kg). After 30 h, liver tissue was evaluated for the presence of active cleaved caspase-3 by immunohistochemistry. Representative results are shown for vehicle-treated wild-type (**a**, *n* = 7), vehicle-treated C5aR1-deficient (**b**, *n* = 7), APAP-treated wild-type (**c**, *n* = 10), and APAP-treated C5aR1-deficient mice (**d**, *n* = 12). **e** Quantification of cleaved caspase-3-positive nuclei detectable in APAP-treated wild-type (*n* = 10) and C5aR1-deficient mice (*n* = 12). Positive nuclei (almost exclusively found within/adjacent to necrotic regions; exemplarily indicated by yellow arrows) were counted and related to the percentage of necrotic area in the respective liver segment (^#^*p* < 0.05). Statistical analysis on raw data: **e** Student’s *t*-test, data are shown as means ± s.e.m. **f**–**h** C5aR1-deficient mice and their wild-type counterparts received APAP at 300 mg/kg. After 30 h, mice were sacrificed and liver tissue was analyzed. **f**, **g** Nuclear PCNA protein was determined by immunohistochemistry. Representative results are shown for APAP-treated wild-type mice (**f**, *n* = 9) and C5aR1-deficient mice (**g**, *n* = 11). **h** PCNA-positive nuclei (exemplarily indicated by yellow arrows) were counted per field of vision and are shown as means ± s.e.m. (^##^*p* < 0.01). Statistical analysis on raw data: Student’s *t*-test. Wild-type mice, WT; knockout mice, KO. Scale bars: 50 μm.

Finally, hepatocyte proliferation was determined by immunohistological evaluation of proliferating cell nuclear antigen (PCNA)-positive hepatocyte nuclei^14^. As shown in Fig. 5f–h, C5aR1-deficient mice displayed significantly diminished compensatory hepatocyte proliferation which is in agreement with previous observations of a pro-proliferative role for C5aR1 in murine hepatectomy^31,32^ and CCl_4_-induced liver damage^33^.

## Discussion

In the current study, non-hypothesis-driven 3′mRNA sequencing by MACE disclosed a group of 45 genes that are consistently expressed at time points 24 h/48 h after administration of APAP and thus can be considered as gene candidates potentially affecting resolution from intoxication. Some of these genes have already been connected to protection in the context of APAP intoxication, namely *ccl2*^43^, *gadd45b*^44^, *mt1/2*^45^, and *mmp12*^46^. Real-time PCR performed herein indeed confirmed increased mRNA expression of these 5 genes during the initial resolution phase of APAP-induced ALI.

In subsequent work, we focused on C5aR1 which is generally regarded as key receptor for the anaphylatoxin C5a^27,28^. In fact, complement activation detected by C3 cleavage (known to result in C5a generation)^47^, can be observed during murine^47^ and human^48^ APAP-induced ALI. However, besides regular C3-dependent activation, strong necroinflammation as seen in APAP intoxication^7^ is in addition capable of directly generating C5a by non-canonical (C3-independent) pathways that depend on neutrophil and/or macrophage activation and associated protease release^28,49^. Herein, we identified by MACE robust upregulation of hepatic *c5ar1* gene expression during the regeneration phase of APAP-induced ALI. Subsequent in situ hybridization by RNAscope verified hepatocyte C5aR1 expression in response to APAP intoxication.

In order to study the function of C5aR1 within the resolution phase of APAP-induced ALI, C5aR1 knockout mice were investigated 30 h after APAP application. C5aR1-deficient mice showed significantly aggravated intoxication which was evident at the level of histological damage and augmented serum ALT. In contrast, exacerbation of liver damage was not detectable in C5aR1-deficient mice at the earlier 6 h and 24 h time points of intoxication. This observation proved that aggravation of liver injury by C5aR1 deficiency connects to the later regeneration/resolution phase of APAP intoxication.

Protective properties of C5aR1 in late APAP-induced ALI concur with its pro-regenerative/proliferative characteristics that were previously observed in murine CCl_4_-induced liver injury^33^ and rodent hepatectomy^31,32,39^. In fact, we also observed significantly reduced compensatory hepatocyte proliferation in C5aR1-deficient mice undergoing APAP intoxication. Moreover, during murine hepatectomy, C5aR1 curbs caspase-3-dependent apoptosis of regenerating hepatocytes^31^. Non-myeloid (likely hepatocyte) C5aR1 expression likewise limits hepatocyte caspase-3 activation and apoptosis after chronic ethanol feeding^50^. Whereas the decisive mode of cellular demise during the injury phase of APAP-induced ALI is (programmed) necrosis^4^, we herein confirm the aforementioned connection between C5aR1 and the modulation of hepatocyte apoptosis with respect to the later stage of APAP intoxication. Specifically, we demonstrate that lack of C5a/C5aR1 signaling increased hepatocyte caspase-3 activation and thus apoptosis during the resolution phase of intoxication. Those apoptotic hepatocytes were located mostly in the surroundings of necrotic cores which are considered highly inflammatory tissue regions. Of note, C5aR1 is supposed to augment nuclear factor-κB activation in the regenerating liver^32^ and in hepatocytes^51^ and, by supporting cell viability, this transcription factor plays a crucial role for the hepatocytes’ decision between proliferation and apoptosis^52^. C5aR1 in addition belongs to the group of G protein-coupled receptors and, among others, initiates signaling via Ca^2+^, the phosphatidyl 3-kinase/Akt-, and the mitogen-activated protein kinase/extracellular signal-regulated kinases (ERK)-1/2-pathways^28^. In fact, all these three signaling pathways are supposed to promote liver regeneration^53,54^. The present data thus indicate dysfunctional resolution of APAP-induced ALI as a consequence of insufficient C5aR1 signaling which diminishes regenerative hepatocyte proliferation and promotes apoptosis of distinct hepatocytes in the surroundings of necrotic cores that survived the initial necrosis-activating exposure to APAP/NAPQI.

Pro-regenerative properties of C5a in APAP-induced ALI may result from direct activation of C5aR1 on hepatocytes. Herein we demonstrate that hepatocyte C5aR1 expression is in fact induced during APAP intoxication. This path has been previously proposed in the context of murine hepatectomy^32^. Whereas C5aR1 protein is barely detectable in hepatocytes of healthy mice^35,37^ and rats^38,39^, its expression is likewise upregulated during rat hepatectomy^39^, murine LPS/D-galactosamine-induced fulminant liver injury^35^, and murine sepsis^37^. Expression of C5aR1 by hepatocytes during these inflammatory conditions is supposed to be mediated by Kupffer cell/macrophage-derived IL-6^55^, a cytokine that is evidently upregulated in response to APAP intoxication^14^. Interestingly, induction of hepatocyte C5aR1 in rat hepatectomy is specifically assigned to regenerating hepatocytes^39^. Besides that, indirect immunoregulatory/-modulatory properties of the C5a/C5aR1-axis may likewise promote resolution from APAP toxicity: (a) C5aR1 activation enhances production of pro-regenerative/anti-apoptotic IL-6^6,17^ by Kupffer cells^56^; (b) pro-migratory properties of the C5a/C5aR1-axis should support hepatic infiltration by neutrophils which, through removing cell debris, is considered a predominantly protective cell type in this context^7^; (c) C5aR1 activation impairs TLR4-dependent production of IL-12 and IL-23^57^. This latter point is particularly interesting because IL-23^8^ and IL-12-downstream IFNγ^58^ are regarded pathogenic in APAP intoxication and several studies report on amelioration of intoxication in TLR4-deficient mice^59–61^. (d) Finally, the C5a/C5aR1-axis promotes liver fibrosis^62^. Whereas uncontrolled fibrosis is certainly pathogenic in chronic disease, a fine-tuned/regulated fibrotic response is supposed to contribute to repair in acute liver injury.

It must, however, be noted that the role of C5a in APAP intoxication is likely multifaceted. Particularly under conditions of insufficient C5aR1, C5a should effectively activate its alternative receptor C5aR2. Notably, C5aR2 activation has been shown to promote release of HMGB1^63^ which is evidently pathogenic in APAP-induced ALI^8^. It is furthermore noteworthy that lack of C3 biological function was associated with amelioration of APAP-induced ALI^47,64^. Yet, this observation is likely unrelated to C5a receptor functions. In fact, during chronic and acute hepatitis, including APAP-induced ALI, activation of the cytolytic membrane attack complex (C5b-9) is detectable on hepatocytes at areas of necrosis^48,65,66^. This C5aR1/C5aR2-independent process should contribute to hepatocyte cell death and thus pathogenesis of necroinflammation.

Taken together, non-hypothesis-driven 3′mRNA sequencing identified a beneficial role for C5aR1 in the resolution phase of APAP-induced ALI. Our data reinforce the concept that inflammation and repair are intertwined parameters of pathophysiology. To translate this knowledge into therapeutic strategies that specifically address repair and regeneration is a key task of current research.

## Methods

### Animal studies

All animal experiments (male C57BL/6J mice, 9–12 weeks old, maintained/breed at MfD Diagnostics, Wendelheim, Germany) were carried out in accordance with the recommendations of the Animal Protection Agency of the Federal State of Hessen (Regierungspräsidium Darmstadt, Germany) and were approved by the Regierungspräsidium Darmstadt (references V54-19c20/15-FU1190 and -FU1230). All mice were maintained in type II-long-IVC under a 12 h light-dark cycle with access to food and water *ad libitum* (with the exception of a 10 h overnight fasting period (with free access to water) before APAP (or vehicle) administration, for details see below). C57BL/6J Mice displaying a general *c5ar1* knockout (C5ar1^−/−^)^41^ and their specific wild-type controls (used in Figs. 3c, 4 and 5, Supplementary Fig. 2 (wild-type and knockout mice), and in Supplementary Fig. 1d (wild-type mice)) were originally obtained from the Institute for Systemic Inflammation Research (University of Lübeck, Lübeck, Germany). Both strains entered the Lübeck animal facility by embryo transfer and were since then maintained under equal housing conditions. Accordingly, microbiome differences between these two strains due to housing conditions are unlikely. Genetic identity *c5ar1* knockout and their specific wild-type controls were verified by PCR for every mouse included in the study. After completion of the experimental protocol, mice underwent short isoflurane (Abbott, Wiesbaden, Germany) anesthesia and were sacrificed by cervical dislocation. Blood was taken from the retroorbital venous plexus with serum stored at −80 °C. For tissue processing, livers were perfused with PBS. Specimens were, thereafter, incubated in 4.5% buffered formalin overnight for histological analysis on paraffin-embedded sections. For analysis of mRNA expression, specimens were snap-frozen and stored at −80 °C.

### APAP-induced ALI

Unfasted mice show augmented variability and female mice attenuated toxicity in models of APAP-induced ALI^67,68^. Thus, male mice fasted overnight (10 h) were used herein—which is in accord with the consensus in the field. Murine APAP-induced liver injury was performed as previously described^19^. Briefly, fasted male mice obtained i.p. injections of warm (body tempered) 0.9% NaCl solution (B. Braun, Melsungen, Germany) or of either 125 mg/kg or 300 mg/kg APAP (Sigma-Aldrich (Taufkirchen, Germany) that was dissolved in warm 0.9% NaCl (Sigma-Aldrich). Mice that obtained NaCl solution are referred to as control mice. Thereafter, mice had free access to food and water. After 6, 12, 24, 30, or 48 h, experiments were terminated.

### Evaluation of liver injury

Serum ALT activity was determined according to the manufacturer’s instructions (Reflotron; Roche Diagnostics GmbH, Mannheim, Germany). Paraffin-embedded liver sections (4 μm) were stained with H&E. Histopathological liver injury/necrosis was quantified by Keyence BZ-II Analyzer software (Neu-Isenburg, Germany). Necrotic area is expressed as (% of total liver section).

### Evaluation of gene expression by real-time PCR

Total RNA, isolated by Tri-Reagent (Sigma-Aldrich) was transcribed using random hexameric primers (Qiagen, Hilden, Germany) and Moloney virus reverse transcriptase (Thermo Fisher Scientific). RNA isolates were generally digested with RNase-free DNase I (Roche Diagnostics GmbH, Mannheim) before reverse transcription. During real-time PCR, changes in fluorescence were caused by the Taq polymerase degrading the probe that contains a fluorescent dye (GAPDH): VIC, all other probes: FAM; Thermo Fisher Scientific). Pre-developed reagents: *gapdh* (4352339E), *c5ar1* (Mm00500292_s1), *c5ar2* (Mm01267981_s1), *hmox1* (Mm00516005_m1), *s100a8* (Mm00496696_g1), *dusp5* (Mm01266106_m1), *pla2g12a* (Mm01316982_m1), *tnf* (Mm00443258_m1), *gadd45b* (Mm00435123_m1), *ccn2* (Mm01192933_g1), *ccl2* (Mm00441242_m1), *mt1* (Mm00496660_g1), *mt2* (Mm00809556_s1), *mmp12* (Mm00500554_m1), *il10* (Mm01288386_m1), and *il36g* (Mm00463327_m1). Assay-mix was from Nippon Genetics (Düren, Germany). Real-time PCR was performed on 7500 Fast Real-Time PCR System and QuantStudio 3 Sequence Detector (Thermo Fisher Scientific): One initial step at 95 °C (2 min) was followed by 40 cycles at 95 °C (5 s) and 62 °C (30 s). Detection of the dequenched probe, calculation of threshold cycles (Ct values), and data analysis were performed by the Sequence Detector software. Relative changes in mRNA expression compared to unstimulated control and normalized to GAPDH were quantified by the 2^−ddCt^ method or were shown as 2^−dCT^ (expression relative to GAPDH, absolute values).

### Immunohistochemistry

For detection of hepatic cleaved (active) caspase-3 and nuclear PCNA paraffin-embedded liver sections (4 μm) were used. Sections were deparaffinized and unmasked by heat treatment (Dako Target Retrieval Solution, Dako Glostrup, Denmark). Thereafter, sections were incubated overnight at 4 °C with a rabbit polyclonal anti-cleaved-caspase-3 antibody (DCS Innovative Diagnostik-Systeme (CI752C002), Hamburg, Germany) or a rabbit monoclonal anti-PCNA antibody (Cell Signaling, (13110), Frankfurt, Germany). Antibodies were diluted in an antibody dilution reagent obtained from DCS Innovative Diagnostik-Systeme. Histofine Simple Stain Max Po Anti-Rabbit (Nichirei Biosciences Inc., Tokyo, Japan) and DAB Substrate Kit for Peroxidase (Vector Laboratories, Burlingame, CA, USA) were used for detection of cleaved (active) caspase-3 and PCNA. Cleaved caspase-3 sections were counterstained using hematoxylin (AppliChem GmbH, Darmstadt, Germany). Caspase-3-positive nuclei were counted in blinded manner and related to the total percentage of necrotic area found in the same liver segment. One section was evaluated per mouse (wild-type, *n* = 10; knockout, *n* = 12). Data are shown as (counts/necrotic area representing 1% of the given liver section). PCNA-positive nuclei were counted in blinded manner. Depicted values are derived from four randomly chosen fields of vision (objective size 20×) taken from each (same) liver segment (wild-type, *n* = 9; C5aR1-deficient mice, *n* = 11). Data are shown as PCNA-positive nuclei per field of vision.

### 3′mRNA sequencing

RNA specimens were digested by DNase I recombinant RNase-free Kit (Roche Diagnostics) according to manufacturer’s instructions. After quality check by electrophoresis, samples of pooled RNA were generated as outlined in the “Results” section. Two micrograms of RNA from each pool was used for analysis by 3′mRNA sequencing. Massive Analysis of cDNA ends (MACE) stands for a 3′mRNA sequencing approach using Illumina reads of fragment that are derived from 3′mRNA ends^69^. Analysis was performed by GenXPro GmbH (Frankfurt, Germany). For that purpose, the MACE-kit v.2 was run according to GenXPro GmbH. To that end, RNA was fragmented and enriched polyadenylated mRNA underwent poly-A specific reverse transcription and template-switch-based second strand syntheses followed by competitive PCR. Duplicate reads verified by implemented unique molecular identifiers (TrueQuant IDs) were eliminated from the raw dataset. Using cutadapt (https://github.com/marcelm/cutadapt/), low-quality sequence bases were eliminated. Poly(A)-tails were clipped by an in-house Phython-Script. After mapping the reads on the mouse reference genome (mm10), transcripts were quantified by HTSeq. Differentially expressed genes were identified by DESeq2^70^.

### In situ hybridization by RNA scope

In order to analyze C5aR1 mRNA expression in liver tissue the RNAscope in situ hybridization technique was performed (Advanced Cell Diagnostics (ACD), Newark, CA, USA) by using a specific probe, namely Mm-C5aR1 (ACD, 439951). 4 µm paraffin sections were deparaffinized and treated with H_2_O_2_ for 10 min at room temperature. Antigen retrieval was performed for 30 min followed by protease treatment for 30 min. The probe was hybridized for 2 h followed by all incubations according to the RNAscope® 2.5.HD Detection Reagent – BROWN (ACD 322310).

### Statistical analysis

Data were first evaluated with the Kolmogorow–Smirnow-test for parametric distribution. For comparison of two groups, raw data were analyzed by unpaired two-tailed Student’s *t*-test or by a Mann–Whitney-U-test. For comparison of three or more groups, raw data were analyzed by one-way ANOVA with post hoc Bonferroni correction or by the Kruskal–Wallis test followed by Dunn’s post hoc test—as indicated in the figure legends. Throughout the manuscript, ‘n-counts’ refer to individual mice evaluated in the given experimental setup. Data are shown as means ± s.e.m. or as box-plots (with the top and bottom margins describing the 75th and 25th percentile, with whiskers depicting maximum and minimum values and with a horizontal line indicating the median; potential outliers, determined by ±1.5x IQR, are included in statistical analyses (Supplementary Fig. 1a-right, b–left panel, c-left panel; Supplementary Fig. 2d)) and are presented as fold-induction (*versus* control), as (% of total liver section), or as raw data (target gene expression *versus* GAPDH, U/L, cleaved Caspase-3 (+)-nuclei counts/necrotic area representing 1% of liver section, PCNA (+) nuclei per field of vision). In case an experimental group consists of ‘*n* ≤ 10’, all data points of the subfigure are shown. Differences were considered statistically significant if the *p*-value was below 0.05 (GraphPad Prism 8, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures

Reporting Summary

## Data Availability

The data sets generated and analyzed during this study are available from the corresponding author on reasonable request. Sequencing (MACE) data (Figs. 1d and 2) were deposited in NCBI’s Gene Expression Omnibus (GEO) under the accession number GSE169071.

How the deposited data were processed for this re-analysis (not part of the article)

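Hepatic RNA of C57BL/6J mice was analysed as 4 pools, from vehicle-treated mice at 24 h and 48 h (6 mice each) and from mice treated with APAP at 300 mg/kg at 24 h and 48 h (7 mice each). Each pool gave 1 MACE library. Libraries were assigned to conditions by their labels and the paper. The authors digested the RNA with DNase, prepared 3′ libraries with unique molecular identifiers, eliminated duplicate reads, trimmed with cutadapt, clipped poly(A)-tails, mapped on the mouse genome mm10 (GRCm38) and deposited the count of reads per gene from HTSeq, without normalization. The same deposited table holds the counts scaled to library totals (RPM), log2 ratios of control over APAP, p-values and FDR values, all computed by the authors. The deposited RPM values matched the scaled counts within 5.0e-04. The paper's text gives neither the version of the tools nor how a pseudocount or low counts were handled. The authors' ratios are named as such where they are printed, and everything else was computed from the counts.

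Size factors were computed with DESeq2 1.42.0 (median of ratios) and, as an alternative, edgeR 4.0.16 (TMM), in R 4.3.3. Folds, intervals, tests and simulations were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. With 1 library per group, neither the DESeq2 test nor the edgeR test was run. A gene was counted as higher or lower at a fold of at least 5 against the control pool of the same time point. A count of 3 reads or fewer in the denominator was set to 3 reads, and no pseudocount was added. The floor, 3 reads, is 0.617 and 0.578 RPM in the control pools and 0.526 and 0.608 in the APAP pools at 24 h and 48 h. The interval of a fold is the 95% exact (Clopper-Pearson) interval of the share of reads in the APAP library among the reads of both libraries, scaled by the size factors. Intervals cover counting error only, not differences between mice or between pools. The exact binomial test on the reads of 2 libraries and the exact test of whether the folds at 24 h and 48 h differ (noncentral hypergeometric distribution of the 4 counts, with Benjamini-Hochberg adjustment over the 45 genes of Fig. 2) are two-sided and compare libraries. For gene lists and the correlation across genes, log2 folds were computed on normalized counts with a pseudocount of 1. The median of a gene list was set against 10000 random lists of the same size, each gene drawn from the 100 genes on each side of it in mean expression, and its percentile describes these libraries. Counting intervals of medians and of the correlation come from 200 Poisson redraws of the counts. These were centred on the value after a first uncentred version had left out the value of the correlation, which changed which alternatives count as having moved a value.

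Gene positions and transcripts were taken from GENCODE mouse release 21 (GRCm38), to which 26964 of the 27027 entries were matched by Ensembl identifier. The last 300 bases of transcripts were compared with all transcripts by blastn 2.17.0 (at least 95% identity over at least 100 bases) to find genes that could exchange reads. The procedure was tested on simulated data, with counts drawn for the real genes from the real means and library sizes and 200 genes with a mean of at least 20 reads changed 8-fold. Of 100 genes set higher, 99 were called at both time points, and of 100 set lower, 95 were. Recovery was thus not tested for genes with few reads. In Fig. 2, 28 genes have a control pool at or under the floor, and 10 have fewer than 20 reads in every library. None of the 26827 unchanged genes was called, and 97.0% of the intervals at 24 h held the true fold, over 19190 genes with a mean of at least 1 read.

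The following were chosen before the data were examined: the size factors, the floor, the threshold, the lists of marker genes, and for each result the alternatives (TMM normalization, library totals, a pseudocount of 1 without a floor, no floor, a floor of 10 reads, at least 20 reads in the library with more, the exact binomial test, a lower bound of at least 5, a threshold of 4.5-fold, the other control pool, the sum of both control pools and the authors' deposited fold). The test between time points and its alternatives were added after seeing the data. Named genes were chosen by a rule set at the same time. They are the genes of Fig. 2, the genes the paper measured by real-time PCR, the marker genes, and the 5 genes with the largest change outside Fig. 2, among genes lower at both time points and between the control pools, among genes with at least 20 reads in a library. Lists of lipogenic, fasting-induced, acute-phase, pancreas and reference genes were written after the first results had been seen, without the genes that had prompted them. The comparison of pericentral genes was limited to those outside the genes lower at both time points after a first version with all of them had been seen. The gene the paper calls IL-36γ is listed under its older symbol Il1f9. The real-time PCR, histology and in situ hybridization data and the experiments in C5aR1-deficient mice were not analysed here.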

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

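The tests on the genes outside Fig. 2, on Mt1 and Mt2, and the tests of normalization and of pericentral genes for the genes lower after APAP were chosen only after the result was seen. The test of food intake was prompted by the genes lower after APAP, with other genes than these.

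In the authors' deposited table, 58 genes have a ratio of at least 5 at both time points, 45 genes of Fig. 2 and 13 genes outside it, on which the paper does not report. In the authors' deposited table, 6 of the 13 genes have an FDR under 0.05 at both time points. Counting error was tested with 100 simulations of the counts with no gene changed, which gave at most 5 genes at both time points in RPM, against 58 observed in all. The comparison concerns the number of all 58 genes, 45 of them in Fig. 2. It therefore cannot decide whether counting error accounts for the 13 genes outside it. Of the 13 genes, 4931428L18Rik, Gm3776 and Ier3 also reached 5-fold at both time points with the floor of 3 reads, with intervals above 1. As to normalization, 4 of the 13 genes were at least 5-fold higher at both time points with the median of ratios and no floor, so the number of genes past the threshold depends on how the libraries are scaled. The scalings differ by a median log2 fold of 0.18 at 24 h and 0.26 at 48 h, which moves genes near the threshold across it and does not produce a 5-fold difference. A 3′ end shared with another gene was found for 4 of the 13 genes, fewer than would account for them. For these 4 genes, exchanged reads remain open. With 1 pool per group, no biological explanation was tested.

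A further 18 genes had 0 reads in a control pool at 24 h or 48 h, where no ratio can be given, had over 5 times the control's RPM at both time points, and have an FDR under 0.05 at both time points in the authors' deposited table. The paper does not report on them. Among them, named after their values were seen, are Fosl1 (3 and 0 control reads, 60 and 11 APAP reads at 24 h and 48 h), Ccl7 (2 and 0 against 15 and 17), Adam8 (0 and 1 against 13 and 23) and Lpxn (0 and 0 against 8 and 26). With the floor of 3 reads, 0 of the 18 genes reached 5-fold at both time points. By an adjusted exact binomial p under 0.05 at both time points, 7 genes with 0 control reads were higher, and 100 simulations with no gene changed gave at most 0 such genes. A shared 3′ end was found for 4 of the 18 genes (Gm25018, Gm26391, Zfp58 and n-R5s128), 3 of which are annotated as rRNA. These 3 match each other at 100% identity over 119 bases, so their reads do not show 3 separately changed genes. The same match holds for n-R5s146, 1 of the genes of the preceding paragraph. The simulations used the same filter, which leaves few or no genes when only counting error is present, so they add no support to the test. By the exact test alone, counting error did not account for these 7 genes. It remains open for genes that did not pass this test, as do exchanged reads for the 4 genes with a shared 3′ end. Normalization and the mix of cells were not tested for them, so no biological explanation is given.

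At least 5-fold lower after APAP at both time points were 45 genes, whereas the paper reports on induced genes. By the smaller of both folds, the first 5 are Gm35986, Thrsp, AC122326.1, Gm11773 and Gm7329. Gm35986 was at least 20.0 times lower at 24 h and at least 23.6 times lower at 48 h, and Thrsp was 16.4 and 16.9 times lower. Simulations of counting error with no gene changed gave at most 0 genes. With TMM and library totals the smaller number was 33 genes, and it was 33 genes with library totals that leave out the 10 most abundant genes. The median GC content lay at percentile 19.5 of random lists matched on expression, inside the middle 95%. The median transcript length, 1950 bases, lay at percentile 0.85 (the middle 95% was 2076 to 3557 bases). The lengths are those of the longest annotated transcript of each gene. As MACE reads fragments from 3′ ends, how length would lower the reads was not tested. This percentile alone therefore does not show that length accounts for the drop, and transcript length remains open. Another possible explanation is a loss of RNA from pericentral hepatocytes. The 8 pericentral marker genes outside the 45 genes had a median log2 fold of -0.98 at 24 h and -1.46 at 48 h, and the higher of both percentiles was 0.18, while periportal genes lay inside the middle 95%. Lower food intake of the APAP mice was tested with lipogenic genes outside the 45 genes, which had a median log2 fold of -1.93 at 24 h and -1.42 at 48 h (higher percentile 0.01), and with fasting-induced genes, which lay at percentile 27.2 at 24 h and 7.8 at 48 h. Of both signs of lower food intake, low lipogenic genes were seen and high fasting-induced genes were not. A loss of pericentral RNA may account for some of these genes, as a hypothesis. It cannot be told apart from transcript length or from a fall of lipogenic genes, and with 1 pool per time point differences between mice are unknown.

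Among the 45 genes of Fig. 2, 2 genes, Mt1 and Mt2, had a higher fold at 24 h than at 48 h by the exact two-sided test (adjusted p 3.9e-43 for Mt1 and 8.4e-52 for Mt2, over 45 genes). None had a higher fold at 48 h. With library totals, an alternative chosen after seeing the data, 1 gene did. At an unadjusted p under 0.05, 4 genes were higher at 24 h (Maff, Mt1, Mt2 and Sprr1a) and 2 at 48 h (Chil3 and Id1). This test compares 4 libraries and not mice. As to normalization, the largest adjusted exact p of both genes over 3 normalizations was 1.3e-37. As to a difference between the control pools, the APAP pool at 24 h had 2.16 times the Mt1 of the APAP pool at 48 h (95% interval 2.10 to 2.23) and 1.89 times the Mt2, and the smaller lower bound was 1.82. With the control of the other time point, the fold of Mt1 was 17.8 at 24 h and 8.55 at 48 h. The fold of Mt2 was then 15.0 at 24 h and 18.1 at 48 h, the reverse order. For Mt2, the difference between the folds thus depends on the control pools. As to shared 3′ ends, 0 genes share the 3′ end of Mt1 or Mt2. As a hypothesis, the expression of both genes may fall between 24 h and 48 h after APAP, but the spread between pools is unknown.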

How the results depend on the processing

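The test between time points and its alternatives were added after seeing the data, and no other tests here were chosen after the result was seen. TMM moved no count by more than 1.5 times and no fold or list median beyond its counting interval. It was not run for the correlation. Requiring an adjusted exact binomial p under 0.05 kept all 25 genes higher at both time points and all 22 genes of Fig. 2. It kept 100 of 102 genes lower at 24 h and 44 of 45 lower at both time points. Between the control pools, it kept 10 of 15 genes higher at 48 h and 12 of 15 lower at 48 h. No paired analysis was possible because each group is 1 pool. In the following, values are given with the main value in brackets, and the cause was not tested.

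With library totals, 138 [76] genes were higher at 48 h. The median log2 fold of pericentral genes was -1.49 [-1.68] at 24 h and -1.30 [-1.57] at 48 h, and that of periportal genes -0.084 [-0.27] and 0.24 [-0.03], a change of sign at 48 h. By the test between time points, 1 [0] gene of Fig. 2 had a higher fold at 48 h, an alternative chosen after seeing the data.

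With a pseudocount of 1 and no floor, 344 [128] genes were higher at 24 h, 297 [76] at 48 h and 52 [25] at both, of which 21 are among the 25. Lower were 214 [102] genes at 24 h and 221 [109] at 48 h. Between the control pools, 163 [15] genes were higher and 184 [15] lower at 48 h. With no floor, 260 genes were higher at 24 h, 248 at 48 h and 41 at both, including all 25, and 275 and 223 were lower. Of Fig. 2, 37 [22] genes reached the threshold, and between the control pools 106 genes were higher and 153 lower.

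With a floor of 10 reads, 34 genes were higher at 24 h, 28 at 48 h and 9 at both, 56 were lower at 24 h and 71 at 48 h, 8 genes of Fig. 2 reached the threshold, and between the control pools 0 genes were higher and 5 lower. The fold of C5ar1 was at least 1.72 [5.74] at 24 h and at least 2.54 [8.45] at 48 h. With at least 20 reads in the library with more, 5 genes were higher and 8 lower between the control pools. At 4.5-fold it was 25 and 26.

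With a lower bound of at least 5, 28 genes were higher at 24 h, 22 at 48 h and 6 at both, 29 were lower at 24 h, 54 at 48 h and 14 [45] at both, 6 genes of Fig. 2 reached the threshold, and between the control pools 2 genes were higher and 4 lower. At this depth, the interval of C5ar1 reached below 5 at both time points.

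With the ratio in the authors' deposited table, 351 genes were higher at 24 h, 394 at 48 h and 58 at both, 178 were lower at 24 h, and 45 genes of Fig. 2 reached the threshold. All 25 genes are among the 58.

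With the sum of both controls, 131 genes were higher at 48 h and 42 at both, of which 23 are among the 25. The correlation across genes was 0.630 [0.438]. It shares its control between both folds. Medians were -0.10 [0.27] for cell cycle genes at 24 h, a change of sign, -1.95 and -1.50 for pericentral genes and -0.42 and 0.15 for periportal genes at 24 h and 48 h. With the control of the other time point, the correlation was 0.394. Medians were 0.56 [0.15] for Kupffer cell genes at 48 h, -0.29 and 1.07 [0.48] for cell cycle genes at 24 h and 48 h, -2.11 and -1.45 for pericentral genes and -0.55 and 0.41 for periportal genes.

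The correlation was 0.459 with a pseudocount of 10, 0.292 with a mean of at least 1 normalized read and 0.641 with at least 100. With a pseudocount of 10, neutrophil genes had medians of 0.67 [1.83] at 24 h and 0.88 [2.17] at 48 h. For the folds of named genes, 119 results gave 818 values under these alternatives, of which 724 lay inside the counting interval and 94 outside it, 41 of these with a floor of 10 reads and 24 with the control of the other time point.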

Differences from the paper's values

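The paper states that 45 genes were differentially expressed at both time points, and 25 genes were found here. Of the alternatives set before the data were examined, library totals gave 31 genes, no floor 41, the sum of both controls 42, a pseudocount of 1 without a floor 52 and the ratio in the authors' deposited table 58, all within 1.5 times of the paper's 45. Outside it were TMM (25 genes), at least 20 reads in the library with more (25), the exact binomial test (25), a threshold of 4.5-fold (28), the control of the other time point (29), a floor of 10 reads (9) and a lower bound of at least 5 (6).

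Of the paper's 45 genes of Fig. 2, 22 were found here. All 45 genes reach the threshold by the ratio in the authors' deposited table, and so do all 45 with library totals and no floor together, which repeats that calculation from the counts and was chosen after seeing the values. It was 37 genes with no floor, 28 with library totals, 25 with a threshold of 4.5-fold, 25 with the sum of both controls, 22 with the control of the other time point and 20 with a pseudocount of 1.

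The paper shows C5ar1 at about 20 in Fig. 2, read by eye, at 24 h and about 10 in Fig. 2, read by eye, at 48 h. Here it was at least 5.74-fold and at least 8.45-fold higher, so that its order over time is open. The ratio in the authors' deposited table is 19.6 at 24 h and 10.2 at 48 h, and a pseudocount of 1 gave 9.64 and 6.69. By real-time PCR at 24 h, the paper states that C5aR2 mRNA is low compared with C5aR1 mRNA in controls and after APAP. In the sequenced pools, C5ar2 had 16 and 10 reads in the controls at 24 h and 48 h and C5ar1 had 1 and 3. After APAP, C5ar2 had 16 and 11 reads and C5ar1 had 23 and 29. C5ar2 shares part of its 3′ end with 106 genes, and its entry overlaps another annotated gene. Exchanged reads and reads of the overlapping gene therefore remain open for its counts.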

Other observations

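The tests of normalization for C5ar1 and Gapdh, of counting error and shared 3′ ends for Gapdh, of shared 3′ ends for C5ar2 and of sampling time for the control pools were chosen only after the result was seen. The acute-phase, pancreas and reference-gene tests were prompted by results already seen, with other genes than those that prompted them.

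C5ar1 was higher in the APAP pools. Myeloid markers rose as well, by a median log2 fold of 0.75 at 24 h and 1.23 at 48 h. The log2 fold of C5ar1 with a pseudocount of 1 was 3.27 and 2.74, with wide counting error. Counting error was tested by the lower bounds of its fold, 2.80 and 2.62. A shared 3′ end was found with 0 genes. The smallest lower bound over 3 normalizations was 2.62. More RNA from myeloid cells may contribute to the rise, and in these pools expression per cell cannot be told apart from it. By in situ hybridization, the paper reports C5aR1 mRNA induced in hepatocytes of APAP-treated mice, which pooled liver RNA cannot resolve.

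Neutrophil markers had a median log2 fold of 1.83 at 24 h and 2.17 at 48 h (percentiles 99.99 and 100 of matched random lists), Kupffer cell markers of -0.02 and 0.15 (51.5 and 89.2), cell cycle genes of 0.27 and 0.48 (82.4 and 96.9), pericentral genes of -1.68 and -1.57 (0 and 0) and periportal genes of -0.27 and -0.03 (41.2 and 92.3).

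With no floor, 41 genes were at least 5-fold higher at both time points, and 100 simulations of counting error with no gene changed gave at most 5.

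Between the control pools, 30 genes differed at least 5-fold, and simulations of counting error with no gene changed gave at most 7. The first 5 are Snhg1 (104 and 6 reads at 24 h and 48 h), Derl3 (58 and 5), Ccr3 (1 and 37), Saa3 (1487 and 168) and Cyp4a14 (2022 and 298). An acute-phase response in mice of the 24 h control pool was tested with other acute-phase genes, which were higher there by a median log2 fold of 0.19 (percentile 99.6). This is small beside a 5-fold difference, so it is open how many of the 30 genes it accounts for. Pancreas tissue in the 48 h control pool may account for some of them, as 13 pancreas genes had 105 reads there against 9, 5 and 12 in the other libraries (largest exact two-sided binomial p 1.1e-20). Of 27 of these genes with over 3 reads in an APAP pool, 18 changed in the same direction between the APAP pools, 7 of them by 2-fold or more. Derl3 (283 and 25 reads in the APAP pools at 24 h and 48 h) and Cyp4a14 (3489 and 689) were lower at 48 h there as well. Snhg1 had 104 and 63 reads in the APAP pools and Saa3 195 and 147. Across 12113 genes, the changes from 24 h to 48 h in the control pools and in the APAP pools had a Spearman's rho of 0.053. This correlation does not concern the 30 genes alone. A difference between the sampling times remains open for some of the 30 genes.

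Gapdh, the reference of the paper's real-time PCR, was 0.734 (95% interval 0.671 to 0.802) at 24 h and 0.571 (0.521 to 0.625) at 48 h of its control. The larger upper bound was 0.802, and 0.913 with library totals, so neither counting error nor this normalization accounted for it. The higher percentile of 12 other reference genes was 97.2, so no shared drop was seen. Summed over the 119 entries that share its 3′ end, the larger upper bound was 0.714. As a hypothesis, Gapdh mRNA may be lower after APAP, but with 1 pool per group the spread between pools is unknown.

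C5ar2 was 0.749 (0.351 to 1.60) at 24 h and 0.962 (0.371 to 2.53) at 48 h of its control, a difference not detectable at this depth. Part of the C5ar2 3′ end is shared with 106 genes, so reads from this part could have been exchanged with these genes. How many of the C5ar2 reads fall there was not tested. The entry of C5ar2 also overlaps another annotated gene, so some of its reads could come from that gene. Hmox1 was 2.24-fold (1.72 to 2.95) and 2.33-fold (1.75 to 3.14) higher. Il10 had 6 and 7 reads in the control pools and 3 and 5 in the APAP pools, a difference not detectable at this depth. Tnf had 0 reads in the control pools and 3 in each APAP pool, and Il1f9 had 0 in all 4 libraries.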
